# Transcriptomic analysis of graft liver provides insight into the immune response of rat liver transplantation

**DOI:** 10.3389/fimmu.2022.947437

**Published:** 2022-11-03

**Authors:** Wanyue Cao, Jing Lu, Shanbao Li, Fangbin Song, Junming Xu

**Keywords:** RNA-seq, liver transplantation, regulatory T cells, immune checkpoint, differentially expressed genes, GO, KEGG pathway

## Abstract

**Background:**

As an “immune-privileged organ”, the liver has higher rates of both spontaneous tolerance and operational tolerance after being transplanted compared with other solid organs. Also, a large number of patients still need to take long-term immunosuppression regimens. Liver transplantation (LT) rejection involves varieties of pathophysiological processes and cell types, and a deeper understanding of LT immune response is urgently needed.

**Methods:**

Homogenic and allogeneic rat LT models were established, and recipient tissue was collected on postoperative day 7. The degree of LT rejection was evaluated by liver pathological changes and liver function. Differentially expressed genes (DEGs) were detected by transcriptome sequencing and confirmed by reverse transcription-polymerase chain reaction. The functional properties of DEGs were characterized by the Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome pathway analyses. The cells infiltrating the graft and recipient spleen and peripheral blood were evaluated by immunofluorescence and flow cytometry.

**Result:**

A total of 1,465 DEGs were screened, including 1,177 up-regulated genes and 288 down-regulated genes. GO enrichment and KEGG pathway analysis indicated that DEGs were involved in several immunobiological processes, including T cell activation, Th1, Th2 and Th17 cell differentiation, cytokine-cytokine receptor interaction and other immune processes. Reactome results showed that PD-1 signaling was enriched. Further research confirmed that mRNA expression of multiple immune cell markers increased and markers of T cell exhaustion significantly changed. Flow cytometry showed that the proportion of Treg decreased, and that of PD-1^+^CD4^+^ T cells and PD-1^+^CD8^+^ T cells increased in the allogeneic group.

**Conclusion:**

Using an omic approach, we revealed that the development of LT rejection involved multiple immune cells, activation of various immune pathways, and specific alterations of immune checkpoints, which would benefit risk assessment in the clinic and understanding of pathogenesis regarding LT tolerance. Further clinical validations are warranted for our findings.

## Introduction

Liver transplantation (LT) is the most effective way to treat end-stage liver disease (1). In the United Kingdom, 1- and 5-year survival rates were reported to be over 90% and 80%, respectively (2). However, patients with long-term application of immunosuppressive (IS) drugs also face the risks of serious adverse events, accounting for 58% of deaths after three years in LT recipients (3, 4). Rejection is one of the important reasons leading to the failure of liver transplantation. Understanding the mechanism of LT rejection and inducing immune tolerance can provide more specific strategies and improve postoperative quality of life.

LT immunity is an adaptive immune response involving activation of T and B lymphocytes (5). T cells can be divided into different subgroups according to their function. Regulatory T cells (Tregs), a specialized subset of CD4^+^ T cells expressing the key transcription factor Foxp3, play an important role in operational tolerance after solid organ transplantation (6, 7). Tregs could inhibit activation and proliferation of multiple immune cells through inhibitory costimulatory molecules, such as T cell immunoglobulin domain and mucin domain 3 (*TIM-3*), programmed cell death protein 1 (*PD-1*), and T cell immunoreceptor with Ig and ITIM domains (*TIGIT*) (8–11). Studies have also shown that costimulatory pathways blockade could limit the activation of T cells reversely (12), which may alter the immune response against allograft and attenuate rejection, prolonging graft survival time (13). Currently, the potential for adoptive cell therapy with Tregs to promote transplant tolerance is being actively explored (14). Although most results of these trials are optimistic, many experimental and clinical unanswered questions are slowing the progression of this new therapeutic alternative (15). In addition, cytokines with pro-inflammatory and regulatory properties are also considered as potential therapeutic targets for inhibiting or enhancing the immune response of recipients (16–18). These results suggest that the content of cytokines, proliferation, and differentiation of T cell subsets, and inhibition of costimulatory molecules are essential for the formation of immune tolerance.

To date, several reports have focused on the effects of different factors on gene expression patterns in regenerating rat livers (19–21), post-transplant tumor recurrence (22), before and after human liver perfusion (23–25), and even the microenvironment of steatotic liver graft (26) using the next-generation RNA sequencing (RNA-seq) or at the single‐cell level. However, to our knowledge, our research is the first to reveal differential expression profiles between immune tolerance and rejection models of rat liver transplantation by RNA-seq, complemented with additional validation using quantitative real-time PCR, immunofluorescence, and flow cytometry. We found that LT rejection involves the participation of various immune cells, the activation of immune process, and the changes of multiple immune checkpoints. These results provide a strong theoretical basis for the potential clinical risks, related immune process, and pathogenesis of LT, and promote us to design rational drugs for the treatment of liver dysfunction caused by LT rejection.

## Materials and methods

### Animals

Kamada’s two-cuff method was used to establish a rat LT model (27). Lewis and Brown Norway (BN) rats, each weighing 210-240 g, were utilized as liver donors and recipients to establish allogeneic rejection models. Lewis-rats were used to construct homogenic tolerance models. All operations were carried out in accordance with the guidelines of the Ethics Committee of Shanghai General Hospital, Affiliated Hospital of Shanghai Jiao Tong University School of Medicine (Ethical code: 2019SQ147).

### Histopathological examination and blood sample testing

Liver tissue was collected from the recipient rats for histopathological examination. The rejection activity index (RAI) was independently determined by three pathologists using the Banff Schema (International Panel, 1997) (28). Serum samples were obtained from the recipients for evaluation of liver function on postoperative day (POD) 7. The levels of alanine aminotransferase (ALT), aspartate aminotransferase (AST), γ-glutamyl transpeptidase (GGT, γ-GT), and total bilirubin (TBIL) were examined with an automated chemical analyzer (Hitachi 7600-10; Hitachi High-Technologies, Japan). The ELISA kits of necrosis factor-β (TNF-β), interferon-γ (IFN-γ), and interleukin-2 (IL-2), IL-4 were purchased from MULTISCIENCE (Shanghai, China).

### RNA isolation, library construction and sequencing

Liver tissues of recipient rats were collected on POD 7. Total RNA was isolated from graft liver tissue using TRIzol reagent (ThermoFisher, Waltham, MA, USA) according to the manufacturer’s guideline, and the purity and concentration of RNA were detected by agarose electrophoresis or a standard Agilent 2100 Bioanalyzer (Agilent Technology, Santa Clara, CA, USA). Briefly, mRNA was captured by magnetic oligo(dT) beads and fragmented, and the first-strand cDNA was generated using random hexamers. After the library was constructed, PCR amplification was used to enrich fragments, and 450bp was optimal size. Then, the total concentration and effective concentration of the library were detected using an Agilent 2100 Bioanalyzer. The standardized cDNA libraries were sequenced on an Illumina HiSeq2500 sequencer by the way of paired-end. The data were stored in the form of FASTQ. The raw sequencing data were filtered and evaluated for quality. The clean reads were mapped to the reference genome (Rattus_norvegicus.Rnor_6.0.dna.toplevel.fa) using BWT algorithm of HISAT2 (29). After the statistical analysis, the software HTSeq-count (30) was used to screen the differentially expressed genes (DEGs) by the following criteria: fold change >2 or < −2, false discovery rate (FDR) < 0.05.

### Bioinformatic analysis

The Gene Ontology (GO) (31, 32) is a free available public resource that describes the role of genes in biological systems. The GO terms were comprised of the following three divisions: biological process (BP), cellular component (CC) and molecular function (MF). Adj. P<0.05 was regarded as statistically significant (33).

Kyoto Encyclopedia of Genes and Genomes (KEGG) is an integrated database resource, which aims to link genomic information with higher order functional information by computerizing current knowledge on cellular processes and by standardizing gene annotations (34).

The Reactome Knowledgebase systematically links proteins to their molecular functions, providing a resource that serves both as an archive of biological processes and as a tool for discovering unexpected functional relationships (35).

The GO annotation, KEGG pathways, and Reactome pathways were used to visualization and pathway enrichment analysis of DEGs, with a corrected P-value < 0.05 defined as significantly enriched.

### Quantitative real-time polymerase chain reaction

RNA was extracted as previously described. The extracted RNA was analyzed by Nano Drop 2000 (Thermo Fisher Scientific, Waltham, MA, USA) to ensure RNA quality and purity. After quantified, RNA was reverse transcribed into cDNA using PrimeScript™ RT Master Mix (Perfect Real Time; Takara). RT‐PCR was performed using SYBR^®^ Premix Ex Taq™ (Tli RNaseH Plus; Takara, Japan) in a Light Cycler Real‐time PCR System (Roche) (36). The corresponding primer sequences are provided in **Supplement Table 1**.

### Immunofluorescence assay

Paraffin sections were de-paraffinized, rehydrated and antigen retrieval according to standard protocols. Then, slices were incubated with anti-CD3 (1:200, Abcam, ab16669), anti-CD4 (1:200, Abcam, ab237722), anti-CD8 (1:200, Abcam, ab33786), and anti-Foxp3 (1:100, Abcam, ab215206). Fluorophore-conjugated secondary antibodies were incubated for one hour at room temperature (1:200, Abcam). The slides were imaged with fluorescence microscopes (Leica, Barcelona, Spain).

### Flow cytometry

Spleens of recipient rats were collected, grounded, and filtered to obtain cell suspension, which was centrifuged at 1600 rpm at 4°C for 5 mins. The precipitation was resuspended by pre-cooled phosphate buffer solution. Double volume of lymphocyte separation solution purchased from Sigma-Aldrich was added and centrifuged at 2000 RPM for 25 min to obtain cell suspension. CD4^+^ T cells and CD8^+^ T cells were isolated by LS column (Miltenyi Biotec, Germany, #130-042-401) with the method of antibiotic microbeads (Miltenyi Biotec, Germany, # 130-090-319, # 130-090-318) as previously described (37, 38). Sorted cells were incubated directly with diluted fluorochrome-conjugated monoclonal antibodies as shown below: anti-CD4 (Invitrogen, #11-0040-82, FITC), anti-CD8a (Invitrogen, #11-0084-82, FITC), anti-PD-1 (Proteintech, #65211, Coralite647) and anti-Foxp3 (eBioscience, #12-5773-82, PE).

### Statistical analysis

Statistical analyses were performed by GraphPad Prism V7.0. Results are shown as representative images or as mean ± standard deviation (SD) of at least three independent experiments. Differences between LT tolerance and rejection groups were estimated by the Student’s *t*-test. For all tests, statistical significance was considered at a *P* value < 0.05.

## Results

### The allogeneic LT group has a higher degree of rejection than the homogeneic group

The homogeneic and allogeneic rat LT models were constructed and the rejection degree was evaluated on POD 7. Histopathological changes of liver were graded according to the Banff model (28). As shown in **Figure 1A**, rejection was relentless in the allogeneic LT model, as evidenced by marked infiltration of inflammatory cells into most portal areas, damage of bile duct epithelial cells and increased venous endothelial inflammation. The RAI score was shown in **Figure 1B** (*t=4.899, P=0.008*). In addition, the recipients in the homogeneic LT group shown better liver function indexes compared with allogeneic group (ALT: *t=5.349 P=0.0059;* AST: *t=8.479 P=0.0011;* GGT: *t=5.77 P=0.0045;* TBIL: *t=5.279 P=0.0062*). These results indicated that the allogeneic LT group has a higher degree of rejection than the homogeneic group.

**Figure 1:**
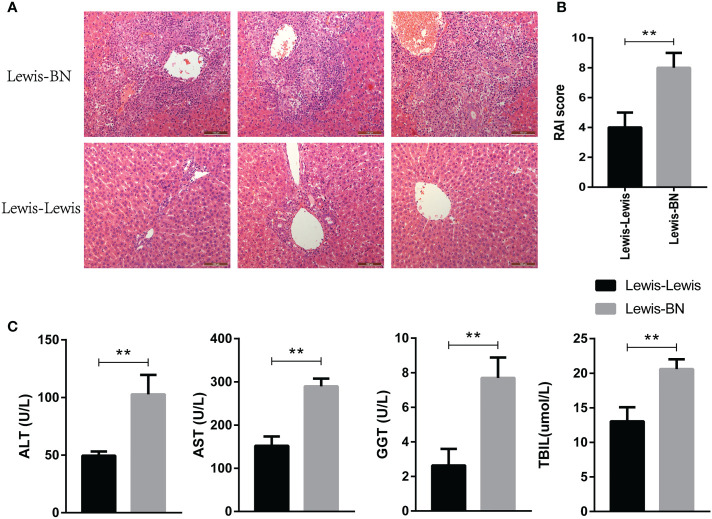
Validation of differences in liver transplantation rejection between Lewis-Lewis group and Lewis-BN group on POD 7. **(A, B)** Hepatic morphologic changes and RAI scores of recipient rats. **(C)** Peripheral blood of each group was taken for analysis and determination of serum aspartate aminotransferase (AST), alanine aminotransferase (ALT), γ-glutamyl transpeptidase (GGT) and total bilirubin (TBIL) by automatic biochemical analyzer (N = 3). *P<0.05, **P < 0.01, ***P < 0.001.

### RNA-seq profiling showed allograft rejection involved significant immune dysregulation

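The RNA-seq experiment covered graft livers taken on POD 7 from 3 recipients of the homogeneic Lewis-Lewis group and 3 of the allogeneic Lewis-BN group. Lewis and Brown Norway (BN) are inbred rat strains, so a Lewis-Lewis graft is genetically matched to its recipient and a Lewis-BN graft is not. According to the methods, RNA was isolated with TRIzol, mRNA was captured on oligo(dT) beads, and the libraries were sequenced with paired ends. The sample records name another route, a Qiagen column extraction and a SMARTER library kit. The authors aligned the reads with HISAT2 to the Rnor_6.0 genome and counted them per gene with HTSeq-count. They deposited for each library the raw count and the FPKM (counts corrected for gene length and library total) of 32883 Ensembl gene identifiers. Total counts were 46626687, 45358595 and 44944122 in Lewis-Lewis replicates 1 to 3, and 45629541, 45745334 and 47224500 in Lewis-BN replicates 1 to 3. The raw counts were compared here with edgeR's quasi-likelihood test after TMM scaling, which sets one factor per library, over the 14607 genes that passed edgeR's expression filter. These genes held 99.96% of all counts. The scaling factors ranged from 0.828 in Lewis-Lewis 1 to 1.21 in Lewis-BN 1, so the choice of scaling could move the fold changes. The files do not pair the identifiers with gene symbols, and genes are given by identifier.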

To reveal the molecular mechanism related to graft rejection, gene expression changes between the two groups were identified by RNA-seq. A total of 845,870,684 reads were obtained. 

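The counts assigned to genes summed to 275528779 over the 6 libraries. The total of 845870684 reads is the paper's value, and whether it counts each read of a pair was not stated. The values given here use the counts on genes. Between 17104 and 18436 genes had at least 1 count in a library. The 10 most abundant genes of each library took 22.1% to 26.6% of the counts in the Lewis-Lewis group and 18.9% to 25.1% in the Lewis-BN group, so at the same total the remaining genes were sampled somewhat more deeply in Lewis-BN 1 and 2 than in the other libraries.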

After filtering and quality control, an average of 92.7% reads are available. The allograft models were taken as the experimental group. Using criteria of fold-change > 2 and FDR < 0.05 to define DEGs. Compared with the control group, a total of 1,465 DEGs were identified, of which 1,177 up-regulated genes and 288 down-regulated genes (**Figure 2**). Among them, the top five down-regulated genes were *SLC24A2, Pex5l, Kif28p, Brinp3*, and *Nudt10.* However, the genes related to various immune components significantly upregulated in the allogeneic group with increased transplantation rejection response. 

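With a fold change above 2 and an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 271 of the 14607 tested genes differed between the groups. Of these, 239 were up-regulated and 32 were down-regulated in the Lewis-BN group. In each of the 271 genes all 3 libraries of one group lay above all 3 of the other. This is no independent evidence, since the same libraries selected the genes. Among all tested genes 30.4% (4441) separated the groups in this way, against 10% by chance for independent genes. Other divisions of the 6 libraries into 3 and 3 separated up to 2100 genes. The biological coefficient of variation between libraries was 0.313. The median log2 fold change of the up-regulated genes was 2.59, or 2.54 with the 20 genes at or under 3 counts in every Lewis-Lewis library set to their lower bound. The number of DEGs depended on single libraries. It was 0 without Lewis-Lewis 1 or without Lewis-Lewis 2 (1369 and 1766 genes at an unadjusted p-value under 0.05 from edgeR's quasi-likelihood test and the same fold change), and 916 without Lewis-BN 3. The number also depended on the test. With an adjusted p-value DESeq2, run without edgeR's expression filter, gave 1260 genes (1033 up-regulated, 227 down-regulated) and limma voom gave 85. DESeq2 with an unadjusted p-value gave 1809 genes.
The gene with the smallest unadjusted p-value from edgeR's quasi-likelihood test was ENSRNOG00000000457, and no gene had a smaller adjusted p-value. It had 52.9 ± 1.38 normalized CPM (counts scaled to a common library total) in the Lewis-Lewis group and 318 ± 37.6 CPM in the Lewis-BN group (SD, n = 3 each). Its log2 fold change was 2.59 (standard error 0.15, adjusted p = 0.00664 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p rose to 0.0889 without Lewis-Lewis 1 and to 0.0621 without Lewis-Lewis 2 in the same test, while the log2 fold change stayed between 2.51 and 2.68 over the 6 fits that each left out one library. The largest fitted log2 fold change was that of ENSRNOG00000037374, with 0, 0 and 1 counts in the Lewis-Lewis libraries and 402, 179 and 61 counts in Lewis-BN 1, 2 and 3. Against a floor of 3 counts it was at least 56.9-fold higher in the Lewis-BN group, a bound that the fitted fold changes of 5 up-regulated genes not at this floor exceeded (adjusted p = 0.0308 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The bound was 34.2-fold without Lewis-BN 1 and 75.4-fold without Lewis-BN 3. This call was lost, with adjusted p-values from 0.0662 to 0.132 in the same edgeR test, when any single library other than Lewis-BN 3 was left out. The paper took the allografts as the experimental group, applied its limits on fold change and FDR to their comparison with the control group, and reported the resulting DEGs by direction.

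**Figure D1:**
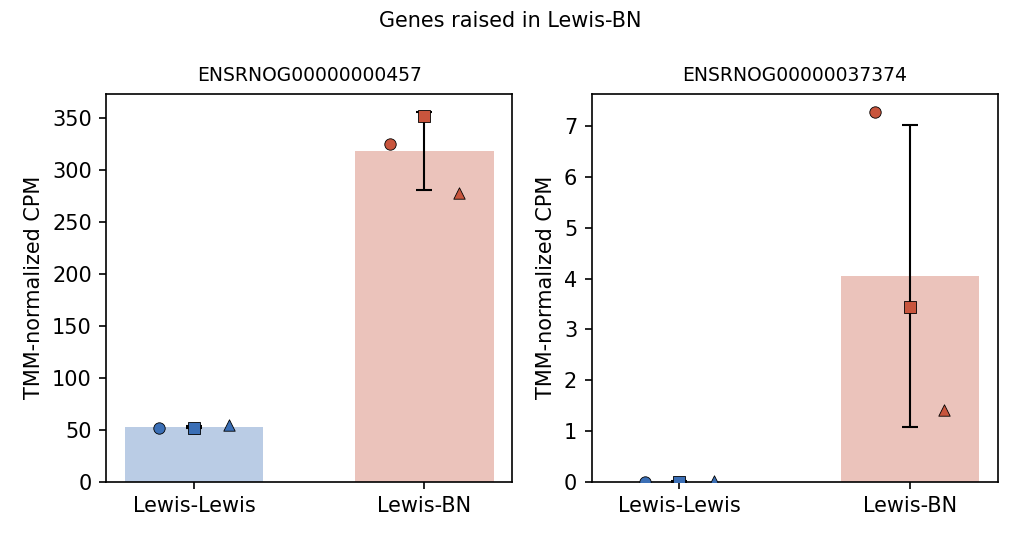
TMM-normalized CPM of ENSRNOG00000000457 (left) and ENSRNOG00000037374 (right) in each library. Bars are group means, error bars the SD of 3 libraries, and circles, squares and triangles replicates 1, 2 and 3. The Lewis-BN libraries lie at 278 to 352 CPM on the left and 1.42 to 7.27 CPM on the right, above all Lewis-Lewis libraries.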

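Which of the 32 down-regulated genes carry the symbols given in the text was not analysed here, because the files list genes by Ensembl identifier. The largest decrease belonged to ENSRNOG00000053231, with 30, 136 and 74 counts in Lewis-Lewis 1, 2 and 3 and 1, 0 and 0 counts in the Lewis-BN libraries. Against a floor of 3 counts it was at least 30.4-fold lower in the Lewis-BN group (adjusted p = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The bound was 20.2-fold without Lewis-Lewis 2 and 39.1-fold without Lewis-Lewis 1. Among down-regulated genes with a mean of at least 1 CPM, the largest decrease was that of ENSRNOG00000015519. It fell from 54.5 ± 21.1 CPM to 6.05 ± 2.96 CPM (SD, n = 3 each), a log2 fold change of -3.17 (standard error 0.46, adjusted p = 0.0349 from the same edgeR test and adjustment). Without any single library other than Lewis-BN 3, the adjusted p of both genes from the same edgeR test exceeded the limit, with values between 0.0722 and 0.135, and the direction did not change.
ENSRNOG00000053231 had the largest decrease with edgeR and with DESeq2, at an adjusted and at an unadjusted p-value. Below it, the order by fold change depended on the setting. DESeq2 was run without edgeR's expression filter, on 20723 genes, so its largest decreases can include genes that edgeR did not test. With DESeq2 and an adjusted p-value, only 1 of the 5 largest decreases was among the 271 DEGs. In each of these 5 more than 50% of the Lewis-Lewis counts came from a single library, up to 89.2%. With edgeR this was so for 1 of the 5 largest decreases at an adjusted p-value and for 4 of the 5 at an unadjusted p-value.

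**Figure D2:**
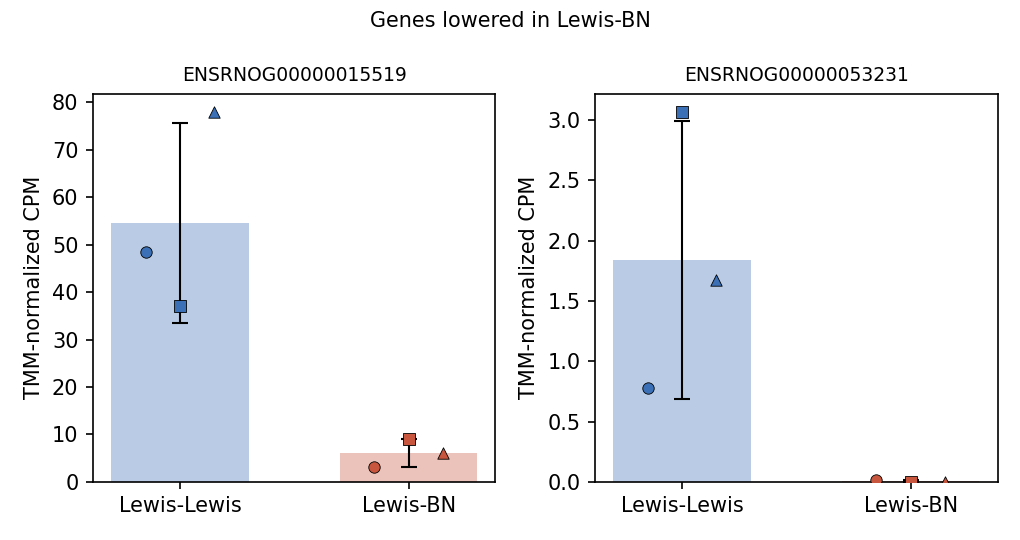
TMM-normalized CPM of ENSRNOG00000015519 (left) and ENSRNOG00000053231 (right) in each library. Bars are group means, error bars the SD of 3 libraries, drawn down to 0 at most, and circles, squares and triangles replicates 1, 2 and 3. On the left the Lewis-Lewis libraries lie at 37.1 to 78 CPM and the Lewis-BN libraries at 3.08 to 8.99 CPM.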

The markers of T cell (*CD2,CD3, CD28*), B cell *(CD19,CD79A*), T-cells/NK-cells/T-cell activation and migration (*ICOS, LCK, GZMA/B, CCR6, CCR7*) and cellular infiltrates, such as dendritic cell markers *CD80* and *CD86* were significantly up-regulated. In addition to the markers mentioned above, multiple immune pathways, including the Th1 (*STAT1, TBX21,IFNG, CXCL9/CXCL10/CXCL11*), Th2 (*CCR5, CCL11*) and T cell exhaustion (*LAG3, TIGIT, HAVCR2*) were also up-regulated. The top five genes with the highest expression up-regulation related to immune regulation were *CRTAM, IFNG, TIGIT, IL21, CD3E.* Changes in the expression of chemokine receptor families and markers of immune cells suggest that multiple immune pathways are involved in the activation and participation of liver transplantation rejection.

**Figure 2:**
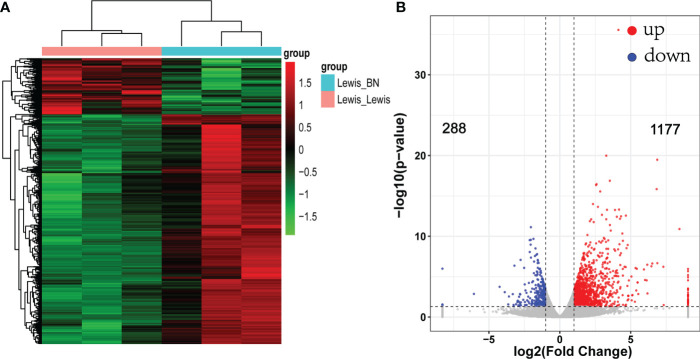
Heat map and volcano map of differentially expressed genes (DEGs). **(A)** Each column represents a sample. Red indicates up-regulated genes; green indicates down-regulated genes. **(B)** Volcano map of DEGs. fold change >2 or < −2, FDR < 0.05.

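The similarity of the libraries was measured by Pearson correlation of log2 CPM across the tested genes, which are not independent replicates. Correlations lay between 0.947 and 0.978 within groups and between 0.895 and 0.969 between groups, so the ranges overlapped. The most similar library to each of the 6 was nevertheless one of its own group. Lewis-BN 3 had a correlation of 0.971 with Lewis-BN 2, close to its 0.969 with Lewis-Lewis 2. Its correlation with Lewis-BN 1 was 0.947, below those with Lewis-Lewis 1, 2 and 3 (0.957, 0.969 and 0.949). The nearest library alone therefore does not place Lewis-BN 3 clearly in its own group. The mean correlation within groups exceeded that between groups by 0.0263. With one library left out this excess ranged from 0.0171 without Lewis-BN 1 to 0.0391 without Lewis-BN 3. The first principal component held 54.5% of the variance. The Lewis-Lewis libraries had scores of -48.9, -24.5 and -65.2 on it, and Lewis-BN 1, 2 and 3 had scores of 78.3, 50.3 and 10.0.

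**Figure D3:**
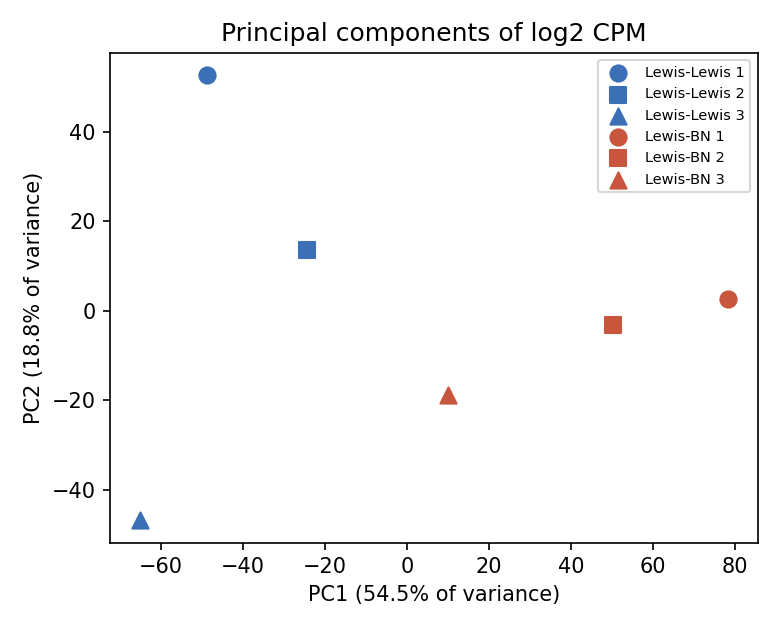
First principal component (horizontal axis, 54.5% of the variance) and second principal component (vertical axis, 18.8%) of log2 CPM in the 6 libraries. Blue marks Lewis-Lewis, red marks Lewis-BN, and circles, squares and triangles mark replicates 1, 2 and 3. Lewis-BN 3, at 10.0, lies between the Lewis-Lewis libraries and the other Lewis-BN libraries on the first component.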

### DEGs functional annotation and enrichment analysis

DEGs were annotated using the GO database to examine the biological functions and pathways. As shown in the **Figure 3A**, DEGs were mainly involved in the biological processes such as immune response, regulation of the immune system process and T cell activation, etc., which were consistent with the above speculation. The most enriched MF terms include immune receptor activity, signaling receptor binding, protein binding, cytokine receptor activity, and chemokine binding. In addition to other cell components such as cell surface, side of membrane, and external side of plasma membrane, MHC and MHC class II protein complexes are also enriched (**Figure 3A**).

**Figure 3:**
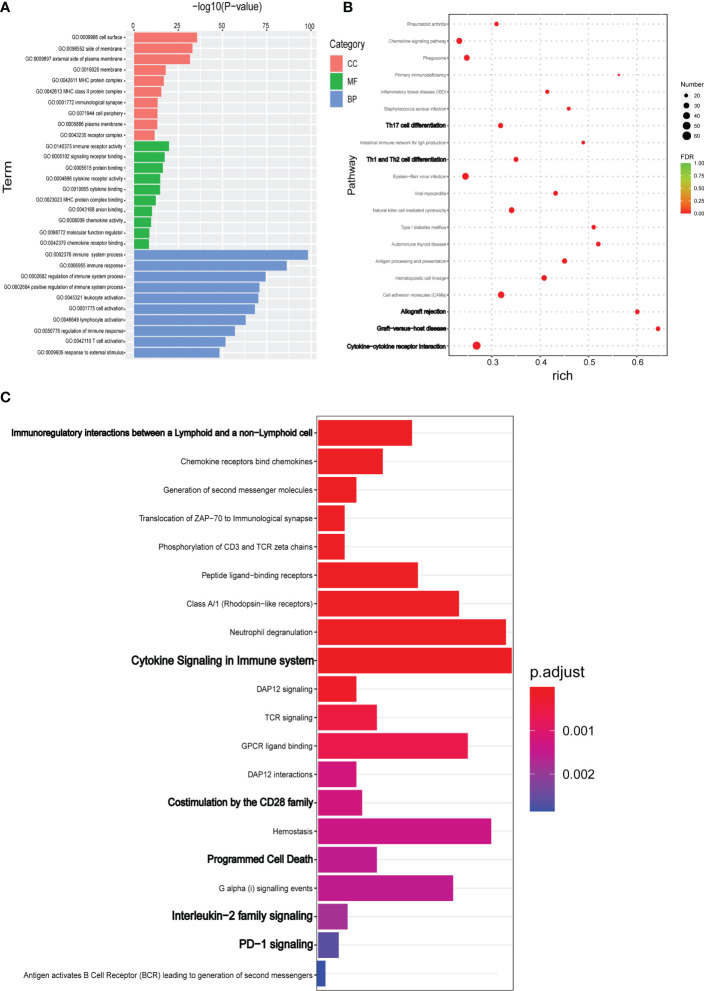
DEGs identified by RNA-seq were evaluated for functional enrichment using multiple gene annotation databases. **(A)** TopGO was used for GO enrichment analysis. GO enrichment analysis results of DEGs were classified according to molecular function (MF), biological process (BP) and cell component (CC). The top 10 GO term items with minimum p-value and most significant enrichment in each GO category were selected. **(B)** KEGG pathway enrichment analysis of DEGs. According to KEGG enrichment results, the top 20 KEGG pathways with the smallest FDR value, namely the most significant enrichment, were selected. **(C)** For the results of Reactome enrichment analysis of DEGs, the top 20 Reactome results with minimum p-value were selected.

KEGG database was used to functionally annotate the observed gene expression changes to identify potential pathways. KEGG pathway analysis indicated that DEGs were enriched in cytokine-to-cytokine receptor interaction, graft-versus-host disease, allograft rejection, cell adhesion molecules, Th1/Th2/Th17 cell differentiation, NK cell–mediated cytotoxicity, and antigen processing and presentation (**Figure 3B**). In addition to the classic KEGG pathway analysis, the Reactome database was also used to further analyze possible pathways involved in DEGs. As shown in the **Figure 3C**, the main enrichment pathway of DEGs were immunoregulatory interactions between a Lymphoid and a non−Lymphoid cell, Chemokine receptors bind chemokines, Cytokine Signaling in immune system, TCR signaling, Programmed Cell Death, and PD−1 signaling (**Figure 3C**).

### Analysis and validation of RNA-seq data

To further identify key genes involved in the progress of LT rejection, we selected ten genes associated with T cell activation or immunosuppression. The expression of T cell markers, *CD3e* and *CD8a*, increased (*CD3e: P=0.0397; CD8a: P=0.006*), while the expression difference in CD4 was not significant. The main Th1 cytokines, IFN-γ, and Th1 pathway, *CXCL9* and *CXCL11*, were significantly increased (*IFN-γ: P<0.0001; CXCL9: P=0.0065; CXCL11: P=0.442*), while *FOXP3*, the Treg marker and Th17 cytokine, IL-17a, showed no significant changes. In addition, the marker of T cell exhaustion *TIM-3* showed significant differences *(P=0.0077*), but *PDCD1* mRNA did not differ between the two groups (**Figure 4**).

**Figure 4:**
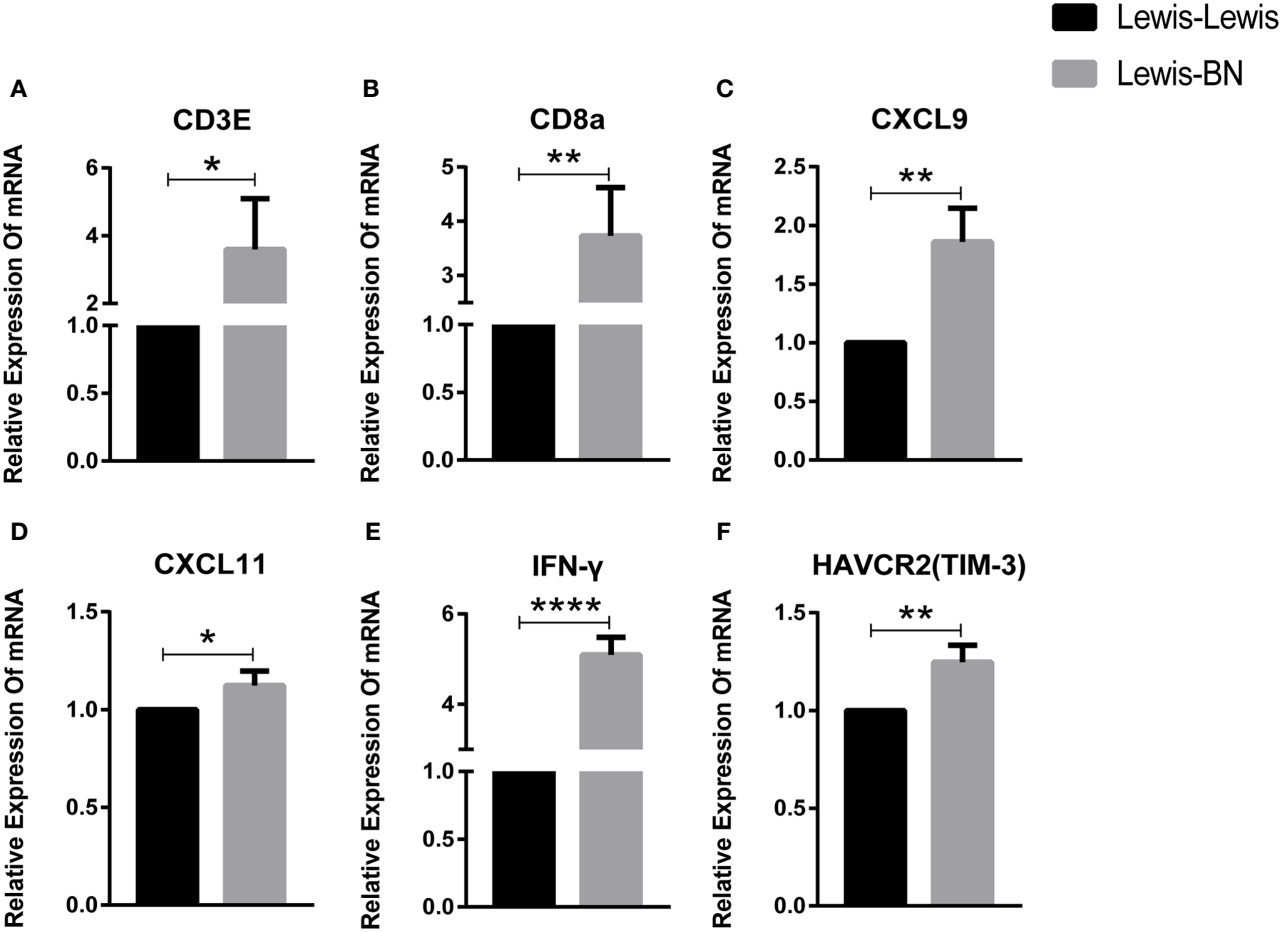
Fold-changes of immune mediators in the liver of homogenic and allogeneic rat liver transplantation recipients were measured by quantitative real-time PCR. *P<0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### The cells infiltrating graft liver were increased in the rejection group

We further explored the cells infiltrating graft to confirm the reliability of the expression profiles generated by the RNA-Seq and DEGs analysis. Compared with the control group, the content of CD4 and CD8 T cell was up-regulated in the allograft (CD4^+^ T cell*: t=4.641, P=0.097;* CD8^+^ T cell: *t=4.201, P==0.0137*), and the expression of *Foxp3* was also increased (t=8.665, P<0.001). However, the ratio of Foxp3/CD4 showed an opposite trend in allograft (*t=4.433, P=0.0114*) (**Figure 5**). We also investigated the proportion of Foxp3^+^ T cells and the expression of *PD-1* in the recipient spleen and PBMCs. The expression level of *Foxp3* on T cells showed lower expression on CD4^+^ T cells compared with the control group (Spleen: Tregs, *t=2.942, P=0.0423*, PBMCs: Tregs, *t=7.166, P=0.002*). The expression of *PD-1* on CD4^+^ and CD8^+^ T cells was up-regulated with the aggravation of rejection (Spleen: PD-1^+^CD4^+^ T cell, *t=6.106, P=0.036;* PD-1^+^CD8^+^ T cell, *t=3.425, P=0.02676;* PBMCs: PD-1^+^CD4^+^ T cell, *t=5.75, P=0.0045;* PD-1^+^CD8^+^ T cell, *t=3.818, P=0.0188*) (**Figures 6A–D**). The above results were consistent with the previous results of DEGs analysis. The proportion of CD4^+^ T and CD8^+^ T cells in the transplant rejection group was increased, and the expression of immune checkpoint *PD-1* was also up-regulated. However, the proportion of Tregs was higher in the control group.

**Figure 5:**
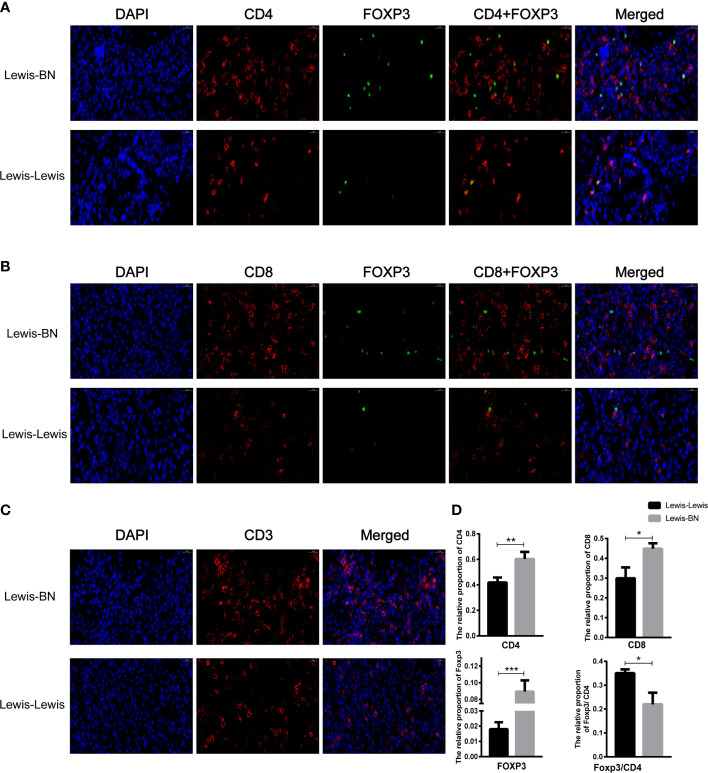
Comparison of the content of cells infiltrating graft between two groups. **(A-D)** The cells infiltrating the graft were examined by immunofluorescence staining. *P<0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
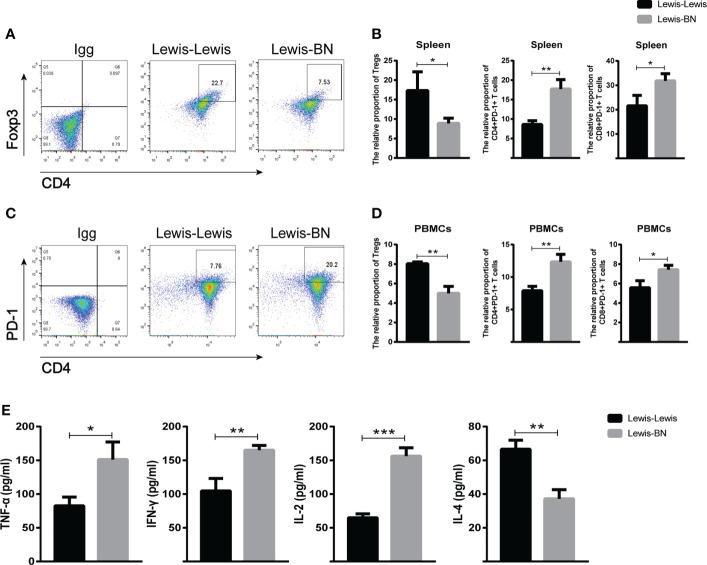
**(A–D)** Spleen and peripheral blood of recipient rats in each group was collected on POD 7. The content of CD4+Foxp3+, CD4+PD-1, CD8+PD-1 T cells were detected by flow cytometry. **(E)** The serum levels of TNF-β, IFN-γ, IL -2 and IL-4 in each group was detected on POD 7. *P<0.05, **P < 0.01, ***P < 0.001.

### Comparison of cytokine content in peripheral blood

Serum cytokines secreted by T cells play an important role in regulating various immune responses, including LT (39). Therefore, we measured the levels of TNF-α, IFN-γ, IL-2, and IL-4 by ELISA kit. The results indicated that TNF-α, IFN-γ and IL-2 increased in allogeneic transplant recipients (TNF-α: *t=4.072, P=0.0152;* IFN-γ: *t=5.31, P=0.006;* IL-2: *t=11.62, P=0.0003*) while IL-4 decreased (*t=6.641, P=0.0027*) (**Figure 6E**). Together, these results further suggest that multiple cytokines secreted by Th1 and Th2 cells are involved in the immune rejection of LT.

## Discussion

Compared with other solid organs, a small portion of stable LT recipients showed sustained graft tolerance after complete withdrawal from IS, known as operational tolerance (40). However, the majority of patients still require a lifetime medication regimen. Therefore, the processes and mechanisms that control the outcome of LT remain to be thoroughly understood.

A major advantage of RNA-seq is its ability to identify potential novel biomarkers (41). The high genomic match between rat and human makes it a powerful model for elucidating the immune mechanisms of LT (42). There have been numbers of reports on liver regeneration pathways, ischemia-reperfusion at different time points, and different perfusion methods of rats and humans (19, 22, 24, 25, 43). Single-cell techniques have also been reported to assess the plasticity and phenotype of immune cells in the microenvironment of liver grafts (26). However, mRNA changes in rats at 7 days after homo/allogeneic LT have not been reported. And this is the first comprehensive transcriptomic analysis of rat graft liver on POD 7. DEGs identified were enriched in multiple immune processes, regulation of immune response, lymphocyte activation, and cell activation. KEGG results showed that Th1, Th2, and Th17 cell differentiation, NK-cell-mediated cytotoxicity, antigen presentation, and other immune mechanisms participated in the progression of transplant rejection. In addition to the involvement of the immune system, Reactome database analysis showed that *PD-1* signaling pathway and cytokine signaling were also involved.

The rejection of allogeneic transplantation is mainly mediated by the recognition of non-self donor alloantigens (44–46), which leads to T cell activation and proliferation. MHC class I molecules present intracellular epitopes to CD8^+^ cytotoxic T cells, while MHC class II molecules are mainly responsible for presenting epitopes from extracellular substances to CD4^+^ helper T cells (47). Activated T cells work through a variety of effector mechanisms, including T cell-mediated direct damage to bile ducts, endothelium, and liver cells, as well as indirect effects through cytokine production and tissue destructive inflammatory cell recruitment (44, 48, 49). These effects explain the histological appearance of typical acute T cell-mediated rejection (48). CD8^+^ T cells could differentiate into cytotoxic T-cells able to exert direct cell damage on the allograft (44), and are also the main effector lymphocytes responsible for mediating tissue damage.

The outcome of liver is determined by the balance of effector and regulatory immune cell activities (50). Tregs are thought to be involved in inducing LT immune tolerance (45, 51–55). At present, several clinical trials on Treg treatment are under way (56), but there are still great challenges regarding the efficacy and safety of Treg treatment before it is truly implemented in routine clinical application. We analyzed the infiltrating cells in the liver and functional T cell subsets in the spleen and peripheral blood and found that the proportion of CD4^+^ T cells and CD8^+^ T cells, as well as the expression of *Foxp3*, were significantly increased in the rejection group. However, Foxp3/CD4 ratio decreased, suggesting that the content of Treg cells increased in the tolerant group. In addition, our data further indicated the important role of Treg cells in inducing immune tolerance in liver transplantation.

Most scholars believe that PD-1 plays a crucial role in inducing and maintaining the tolerance of peripheral transplant (57–59), besides, it is also involved in T cell exhaustion. overexpression of PD-1 on CD8^+^ T cells can induce cancer cells to escape from anti-tumor immune response and promote transplant tolerance (60–62). Similar to PD-1, TIGIT, a novel immune checkpoint, which is mainly expressed on NKs, CD8^+^ T cells, CD4^+^ T cells, and Treg cells (63), is well known for its important role in tumor immunity and autoimmune diseases (64–66). In transplantation immunity, *TIGIT* can regulate the severity of graft-versus-host disease (GVHD) by affecting the function of Treg cells and the number of donor antigen-reactive T cells (67–69). However, our results were not consistent with prevailing thinking. Reactome analysis indicated that DEGs were enriched in the activation of *PD-1* signaling pathway. The expression of *PD-1* on CD4^+^ T and CD8^+^ T cells in spleen and peripheral blood showed an increasing trend. And the mRNA expression of *LAG3, HAVCR2(TIM-3)*, and *TIGIT* were significantly up-regulated in the rejection group, while *PDCD1* was not. Currently, there are few studies on the simple application of immune checkpoint inhibitors (ICIs) in LT patients. Most patients suffer from malignant tumors or liver cancer before LT (70–73). Therefore, accurate conclusions cannot be drawn about the role of immune checkpoints in liver transplantation rejection. The mechanism of immune checkpoints such as *PD-1*, *LAG3*, and *TIM-3* in liver transplantation remains to be further studied.

The activation and differentiation of T cells depend on the selection of costimulatory molecules and the composition of cytokines in the environment (74). On the one hand, cytokines secreted by Th1 cells, such as IFN-γ, TNF-α, and IL-2, can adversely affect the graft by recruiting and activating effector T cells (16, 17, 75). On the other hand, immunomodulatory cytokines secreted by Th2 cells, such as IL-4 and IL-10, can induce tolerance to liver allografts (16, 39, 76). Our results showed that TNF-α, IFN-γ, and IL-2 increased in allograft recipients, while IL-4 decreased. It is consistent with the above conclusion. Besides, the content of cytokine can also significantly affect the expression of *PD-1*/*PD-L1 (* 77, 78). *PD-1* expression was found to be elevated in spleen and peripheral blood, we speculated that the content of cytokine may also play a part in it. To sum up, the most important thing is to regulate the balance of various cytokines and use their advantages and disadvantages to achieve the maintenance of homeostasis.

There are some limitations to this study. First of all, the sample size is small. 

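The calls, made with 3 graft livers per group, were sensitive to each library. Leaving out Lewis-Lewis 3 reduced the DEGs to 5, leaving out Lewis-BN 1 to 19 and leaving out Lewis-BN 2 to 3. Leaving out Lewis-BN 3 raised the up-regulated genes to 746 and the down-regulated genes to 170, and 268 of the 271 DEGs found with all libraries were among these. At an unadjusted p-value under 0.05 from edgeR's quasi-likelihood test and a fold change above 2, the 6 fits gave from 1119 to 2200 genes. In simulated data with 200 changed genes, this test made 120 calls with 3 libraries per group. It made 110 with 2 Lewis-Lewis libraries and 121 with 2 Lewis-BN libraries. The simulated genes were changed by 2-, 4- or 8-fold, and their calls had no limit on the fold change. Real calls could lie closer to the limit: the smallest adjusted p of a down-regulated gene was 0.0247 in edgeR's quasi-likelihood test. How such calls respond to the loss of a library was not examined. The simulation therefore cannot tell whether the number of libraries accounts for the drops in DEGs. For a single gene compared on its own, an exact two-sided permutation test of 3 libraries against 3 cannot give a p-value below 0.1.

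**Figure D4:**
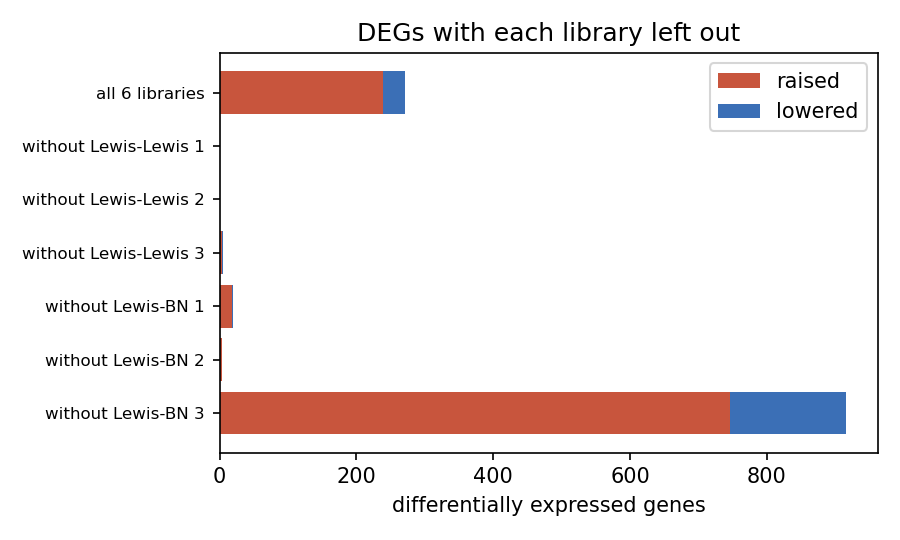
Number of DEGs (horizontal axis) with all 6 libraries and with each library left out, up-regulated genes in red and down-regulated genes in blue. The bar without Lewis-BN 3 is the longest, and the bars without Lewis-Lewis 1 and without Lewis-Lewis 2 are at 0.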

Although the current results show a significant difference in gene expression between the homogeneic group and the allogeneic rejection group, future studies still need a larger cohort and other strains of rats to evaluate its accuracy. Secondly, our study only proposed the hypothesis of possible immune-based treatments for LT, which needs to be confirmed in future proof-of-concept studies and clinical trials.

In summary, the current genomic and cellular profiling study of rat liver transplantation firstly provides a comprehensive molecular fingerprint of the immune alterations between the allogeneic group and the homogeneic group. Our results reveal a broad spectrum of immune system regulation including significant changes in T lymphocytes and a variety of cytokines, as well as maladjustment of immune checkpoints in liver transplantation rejection, providing a novel and promising insight into the understanding and induction of self-tolerance in LT.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE210164.

## Ethics statement

The animal study was reviewed and approved by The Ethics Committee of Shanghai General Hospital, Affiliated Hospital of Shanghai Jiao Tong University School of Medicine. Ethical code: 2019SQ147.

## Author contributions

CW participated in research-design; LJ and LS participated in the performance of the research; SF was responsible for the design. XJ provided guidance on the research. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by the National Natural Science Foundation of China (grant number 81670595 and 81970568).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptomic analysis of graft liver provides insight into the immune response of rat liver transplantation
**Source:** Front Immunol. 2022 Nov 3;13:947437. doi: 10.3389/fimmu.2022.947437
**Supplement:** Supplementary file 1

**Table S1**

| **Gene** | **Forward (5′-3′)** | **Reverse (5′-3′)** |
| --- | --- | --- |
| **CD3e** | **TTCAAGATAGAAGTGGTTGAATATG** | **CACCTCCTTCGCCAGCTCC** |
| **CD4** | **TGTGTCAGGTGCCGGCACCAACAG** | **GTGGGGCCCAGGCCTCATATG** |
| **CD8a** | **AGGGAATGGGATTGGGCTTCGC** | **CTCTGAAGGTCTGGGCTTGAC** |
| **CXCL 9** | **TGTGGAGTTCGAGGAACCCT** | **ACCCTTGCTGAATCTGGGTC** |
| **CXCL11** | **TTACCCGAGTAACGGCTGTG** | **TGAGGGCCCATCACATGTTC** |
| **IFN-γ** | **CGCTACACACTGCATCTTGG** | **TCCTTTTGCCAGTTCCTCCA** |
| **Foxp3** | **AGTGCCTGTGTCCTCAATGGTC-3** | **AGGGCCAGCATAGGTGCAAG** |
| **IL-17a** | **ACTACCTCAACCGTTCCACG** | **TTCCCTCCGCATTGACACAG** |
| **PDCD1** | **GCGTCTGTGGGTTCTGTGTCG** | **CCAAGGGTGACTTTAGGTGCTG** |
| **TIM-3** | **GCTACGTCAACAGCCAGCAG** | **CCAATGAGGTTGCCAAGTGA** |
| **GAPDH** | **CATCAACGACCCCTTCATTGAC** | **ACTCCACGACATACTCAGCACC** |

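The table lists a forward and a reverse primer for each of 11 genes, 10 targets of the quantitative real-time PCR and GAPDH, a housekeeping gene of glucose metabolism that is commonly used as the internal reference. Each pair marks the ends of the stretch of cDNA that is amplified, and the amount of dye bound to the product in each cycle gives the level of the mRNA. The 22 primers are 19 to 25 bases long, with a GC content of 32.0% to 68.4%.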

Primer sequences used for quantitative real-time PCR analyses.

How the deposited data were processed for this re-analysis (not part of the article)

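Graft livers taken on POD 7 were profiled by RNA-seq in 2 groups, Lewis-Lewis (homogeneic, 3 libraries) and Lewis-BN (allogeneic, 3 libraries). Groups and replicate numbers were taken from the sample records and checked against the paper. The authors aligned the filtered reads to Rnor_6.0 with HISAT2 and made raw read counts per gene with HTSeq-count, and they deposited these counts without normalization. The annotation release, the strand setting and the treatment of reads shared by several genes were not found in the paper's text, so counts of near-identical or overlapping genes are uncertain. The authors also deposited FPKM values, and for each of the 15573 genes with a count in all 6 libraries the counts, the FPKM and the library total gave the same gene length in every library. The FPKM values were used here only for these lengths. All of the 32883 listed rows name a gene, and 12160 of them had no count in any library.

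Total counts per library ranged from 44944122 to 47224500. An RNA with 0 counts in a library can still be present at up to about 3 counts at this depth, so fold changes of genes at or under 3 counts in every library of a group are given as lower bounds. These bounds cover counting error only, since PCR copies were not told apart.

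The raw counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the groups were compared with glmQLFit and glmQLFTest without a replicate term. A gene was called differentially expressed at an adjusted p-value under 0.05 (Benjamini-Hochberg) and a fold change above 2, the limits given in the paper. The paper's text does not name the test for the DEGs. Its general statistics section names Student's test for group differences. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Sample similarity used log2 CPM with a prior count of 2. The alternatives were RLE, upper quartile and no scaling, no filter and a filter of 10 counts in every library, DESeq2 1.42.0, limma 3.58.1 voom, a robust fit, other thresholds, glmTreat, the replicate number as a block, and each library left out. All of these, the design and the rule for naming genes were set before the data were examined. The likelihood ratio test, the newer form of the quasi-likelihood fit in edgeR and combinations of an unadjusted p-value with a choice other than DESeq2 were added after seeing the data.

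The procedure was tested on simulated data with 14607 genes, of which 200 were changed by 2-, 4- or 8-fold. With 3 libraries per group, edgeR's quasi-likelihood test called 54.5% of the changed genes at an adjusted p-value under 0.05 and 75.9% of those changed by 4-fold or more, and 11 of its 120 calls were unchanged genes.

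The rule for naming genes allowed those with non-overlapping groups past both limits that had the smallest adjusted p-values, the largest changes, or the largest changes among genes with a mean of at least 1 CPM. The gene table at hand (assembly GRCr8) paired 0 of the identifiers with a symbol. For this reason only 2 up-regulated and 2 down-regulated identifiers are given, and the results on genes named by symbol, on lists of marker and pathway genes and on the ratio of Foxp3 to CD4 were not analysed here. No library was left out of the comparison.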

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

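The likelihood ratio test, the newer quasi-likelihood fit and the combinations of an unadjusted p-value with another choice, apart from that with DESeq2, were chosen after seeing the data. The other settings were set before the data were examined. The comparison by edgeR's quasi-likelihood test gave 271 DEGs, 239 up-regulated and 32 down-regulated. Up-regulated genes outnumbered down-regulated genes in every setting that called any gene. RLE size factors (269), upper quartile scaling (251), library size only (309), no filter (324), at least 10 counts in every library (188), the robust fit (259), no limit on the fold change (295) and the newer quasi-likelihood fit (305) gave totals within 1.5 times the first value. With library size only, the down-regulated genes fell to 14, and the median log2 fold change of all tested genes was 0.23, against 0.01 with TMM scaling, a shift of all genes that fold changes in this setting contain.

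Other settings moved the totals further, and the cause was not tested unless stated. limma voom called 85 genes (77 up, 8 down). Testing against a fold change of 2 with glmTreat called 19, all up-regulated and 0 down-regulated (95 at an unadjusted p-value under 0.05), which follows from its stricter null hypothesis. DESeq2 called 1260 (1033 up, 227 down) and the likelihood ratio test 1173 (991 up, 182 down). In data simulated with edgeR's gene-wise dispersions, 200 of 14607 genes were changed. Unchanged genes made up 68 of the 206 calls of DESeq2 and 56 of the 197 calls of the likelihood ratio test. They made up 11 of the 120 calls of the quasi-likelihood test. The changed genes that were called made up 69%, 70.5% and 54.5% of the 200, in the same order. These simulated calls had no limit on the fold change, and the share of changed genes in the real data is not known. The shares of unchanged genes therefore do not carry over to the real calls. With an unadjusted p-value the calls were 1497 (1233 up, 264 down) in edgeR and 1809 (1429 up, 380 down) in DESeq2. Combined with an unadjusted p-value, RLE size factors gave 1481 (1189 up, 292 down), upper quartile scaling 1448 (1143 up, 305 down), library size only 1902 (1739 up), no filter 1836 (1460 up, 376 down), at least 10 counts in every library 1183 (968 up, 215 down), limma voom 1496 (1209 up, 287 down), the robust fit 1491 (1228 up, 263 down), glmTreat 794 (699 up, 95 down), the likelihood ratio test 1665 (1355 up, 310 down) and the newer quasi-likelihood fit 1527 (1258 up, 269 down).

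Replicate numbers are shared by the groups, and the paper does not pair them. The deviations of same-numbered libraries from their group means had correlations of 0.0383, 0.00589 and 0.219 across genes. Without the same values for differently numbered libraries, they cannot tell whether the numbers pair the libraries. With the replicate number as a block the calls were 628 (574 up, 54 down), and 1500 (1227 up, 273 down) with an unadjusted p-value.

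Across the 6 fits that each left out one library, the DEGs ranged from 0 to 916, the up-regulated genes from 0 to 746 and the down-regulated genes from 0 to 170. The values of 0 came without Lewis-Lewis 1 or 2, where 1369 and 1766 genes passed at an unadjusted p-value under 0.05, and for down-regulated genes also without Lewis-BN 2, where 214 passed. The highest came without Lewis-BN 3. The simulated comparison of 2 libraries with 3 made 110 calls. How calls close to the limit on the adjusted p-value respond to the loss of a library was not examined. The number of libraries therefore stays open as an explanation of the 0. The excess of the mean correlation within groups over that between groups was 0.0263, ranged from 0.0171 without Lewis-BN 1 to 0.0391 without Lewis-BN 3, and was 0.0286 with a prior count of 0.5.

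None of the 4 named genes changed direction in any setting. ENSRNOG00000000457 stayed past both limits in 19 of 21 settings, the exceptions being the fits without Lewis-Lewis 1 or 2, with adjusted p-values from 1.19e-56 (DESeq2) to 0.0889 (edgeR's quasi-likelihood test). ENSRNOG00000037374 was past them in 13 of 20, ENSRNOG00000015519 in 15 of 21 and ENSRNOG00000053231 in 14 of 20. Each of these 3 lost its call in the 5 fits that left out a library other than Lewis-BN 3 and under glmTreat, and ENSRNOG00000037374 also under limma voom. The settings counted include an unadjusted p-value in edgeR and in DESeq2, and no limit on the fold change. All 4 genes pass these by construction, since edgeR and DESeq2 called them at an adjusted p-value. The genes ENSRNOG00000037374 and ENSRNOG00000053231 have no value under the filter of 10 counts in every library. The settings for gene lists, for the ratio of Foxp3 to CD4 and for files of normalized values only were not run.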

Differences from the paper's values

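The paper reports 1465 DEGs, 1177 up-regulated and 288 down-regulated. Here 271 genes passed the same limits, 239 up-regulated and 32 down-regulated. Of the alternatives set before the data were examined, DESeq2 (1260, 1033 and 227) and edgeR with an unadjusted p-value (1497, 1233 and 264) gave all 3 numbers within 1.5 times the paper's. DESeq2 with an unadjusted p-value gave 1809, 1429 and 380, also within that range. With none of the other alternatives set before the data were examined did all 3 values come within 1.5 times the paper's. The vertical axis of Figure 2B is labelled with the p-value on a log scale, and its legend gives a limit on the FDR. Combinations of an unadjusted p-value with a choice other than DESeq2 were chosen after seeing the values. Of 11 such combinations, 9 gave all 3 numbers within 1.5 times the paper's, namely RLE size factors (1481, 1189 and 292), limma voom (1496, 1209 and 287), upper quartile scaling (1448, 1143 and 305), the robust fit (1491, 1228 and 263), the replicate block (1500, 1227 and 273), the newer quasi-likelihood fit (1527, 1258 and 269), the likelihood ratio test (1665, 1355 and 310), no filter (1836, 1460 and 376) and at least 10 counts in every library (1183, 968 and 215). Library size only (1902, of which 1739 were up-regulated) and glmTreat (794, 699 and 95) did not. With an unadjusted p-value, 5 of the 6 fits that each left out one library also lay within that range, the exception being the fit without Lewis-BN 3 (2200, 1652 and 548). At an adjusted p-value the likelihood ratio test, chosen after seeing the values, gave 1173, 991 and 182, of which the first 2 lie within 1.5 times the paper's values.

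The paper's total is 845870684 reads obtained, against 275528779 reads counted on genes here. These are different quantities, since the first is taken before filtering, alignment and counting, and none of the alternatives set before the data were examined bears on it.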

Other observations

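All tests in this part were chosen after the result was seen.

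Among the 10 splits of the 6 libraries into groups of 3, only 1, the real one, gave as many as 271 DEGs, and likewise only 1 gave as many up-regulated and only 1 as many down-regulated genes. The other 9 splits gave 0 DEGs each, and between 80 and 632 genes at an unadjusted p-value under 0.05 and a fold change above 2, against 1497 for the real split, so only 1 of 10 reached that number as well. With 10 splits the share cannot fall below 0.1, so a grouping by chance cannot be told apart from an effect of the graft by this count alone.

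Lewis-BN 3 lay between the groups, and without it the DEGs rose from 271 to 916. For genes chosen without this library, its median share of the difference between the Lewis-Lewis mean and the mean of Lewis-BN 1 and 2 was 33.3% over 1550 raised genes (95% bootstrap interval over genes 31.5% to 34.5%) and 50.2% over 531 lowered genes (46.1% to 52.9%). The genes are not independent, so these intervals are too narrow as measures of error. Under RLE, upper quartile and no scaling the share was 32.6%, 34.3% and 21.7% over raised genes and 50.8%, 49.0% and 67.4% over lowered genes. A lower total depth is argued against by its total count of 47224500, the highest of the 6 libraries. This total does not settle the depth of the remaining genes. The 10 most abundant genes took 25.1% of the counts in Lewis-BN 3, against 18.9% and 19.3% in Lewis-BN 1 and 2. A lower depth of the remaining genes was not tested as an explanation. Gene length is argued against by the correlation across genes between the difference of Lewis-BN 1 from Lewis-BN 3 and that of Lewis-BN 2 from the Lewis-Lewis mean, which share no library. It was 0.47 before and 0.47 after the length trend was removed. A single scaling error of the library would shift all genes alike and give no such correlation, and 20 simulations of unchanged libraries gave values from -0.0224 to 0.032. A Lewis-Lewis library under the wrong label is argued against by 31 genes at or under 3 counts in every Lewis-Lewis library and at 20 or more in Lewis-BN 1 and 2. Of these, 90.3% were above 3 counts in Lewis-BN 3, against 11.4% to 42.6% in a left-out Lewis-Lewis library for genes chosen in the same way. An admixture of RNA of the Lewis-Lewis kind would give raised and lowered genes the same share if the graft itself had responded like Lewis-BN 1 and 2. The share over raised genes minus that over lowered genes was -16.9 percentage points in Lewis-BN 3, and -18.2, -14.7 and -45.6 under RLE, upper quartile and no scaling. The shares also differed in the other Lewis-BN libraries, in the opposite direction, for genes chosen without the library in question. With TMM scaling the raised and lowered shares were 127.2% and 102.8% in Lewis-BN 1, and 112.4% and 91.2% in Lewis-BN 2. The shares that Lewis-BN 3 would have without an admixture are not known, so an admixture cannot be told apart from a weaker response. A milder rejection in this recipient remains a candidate explanation and was not tested, since rejection scores of single recipients were not used here.

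At or above 20 counts in every library of one group and at or under 3 in every library of the other, 10 genes were read only in the Lewis-BN group and 1, ENSRNOG00000053231, only in the Lewis-Lewis group. Only 1 of the 10 splits, the real one, gave as many such genes, and the other splits gave 0. The numbers depended on the minimum count. With at least 10 counts they were 31 and 4, and a group of another split had up to 3 such genes. With at least 50 counts they were 3 and 0, and the other splits gave 0. A candidate explanation is a difference between the genomes of the strains. The paper's text names both strains as donors and recipients without saying which gave the graft in this group. With a BN graft, such genes would have similar levels in all Lewis-BN libraries. With a BN recipient, their transcripts would come with infiltrating cells and could follow the rejection. In Lewis-BN 3 the 10 genes had a median of 42.2% of the mean of Lewis-BN 1 and 2, from 14.0% to 111%. This single library leaves the explanation open for either donor, because strain and rejection change together between the groups and cannot be told apart in this design. An induction by rejection stays open as well and was not tested.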
